A study of Mus musculus with 2 samples. Its data were reported in "A maternal brain hormone that builds bone" (2024).

How the data were processed

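Skeletal stem cells were sorted from the long bones of 7-week-old female mice and processed by Smart-Seq2, a plate-based method that sequences the full-length cDNA of each cell in its own well and uses no molecular identifiers. The age is that of the sample labels, and the study's methods give a younger one for these cells. The sort kept cells that lacked CD45, Ter119, Tie2, CD105, 6C3 and Thy1 and carried CD51 and CD200. The cells are called osteochondral skeletal stem cells (ocSSCs). There were 2 groups, Esr1fl/fl females (wild type, 1 pooled sample, 188 wells) and Esr1Nkx2.1-Cre females (mutant, 1 pooled sample, 188 wells), in which the oestrogen receptor α gene Esr1 is deleted in cells of the Nkx2-1 lineage, including hypothalamic neurons.

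The authors deposited a table of estimated counts per gene and cell. According to the submitters' processing notes and the study's methods, reads were demultiplexed with bcl2fastq 2.18, trimmed with skewer, mapped with STAR 2.4 to the mouse genome (GRCm38.p6) and counted with RSEM 1.2.21. RSEM divides reads that match several genes, so the deposited estimated counts were not all whole, and values of near-identical genes are uncertain. The table had 55604 gene rows and 92 rows of ERCC spike-in RNA. It still held wells that failed the filter below. It had fewer wells per genotype than the plates in the study's methods hold, for which no reason was given. Of the gene symbols, 54157 (97.4%) were found in GENCODE M21, which uses the same GRCm38 assembly and from which gene positions were taken. The genotype of each cell came from its column name. The names of the raw read files did not give the plate. They gave a sample-sheet number up to 399, and cells were divided into a lower set (numbers up to 200) and an upper set as a technical batch, a choice made after the data were examined.

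The filter stated by the study was applied: at least 450 detected genes, at most 5% mitochondrial counts, at most 30% ERCC counts, at most 5% ribosomal protein gene counts and genes present in at least 3 cells. Doublets were then called by Scrublet in Scanpy 1.11.5 on counts rounded to whole numbers. The filter removed 23 wild-type and 9 mutant wells for too few genes, 5 and 2 for mitochondrial share, 30 and 7 for ERCC share and 2 and 2 for ribosomal share, counting a well under each limit it failed. Of the 330 wells that passed, 4 were called doublets and 326 remained. Per-cell totals of kept cells ran from 2963 to 3396851 estimated counts with a median of 1468040 in the wild type, and from 10052 to 3251016 with a median of 1668336 in the mutant. The median ERCC share of kept cells was 6.74% in the wild type and 6.18% in the mutant. ERCC rows were left out of the totals used for scaling.

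Counts were scaled to a total of 1000000 per cell (CPM). The genotype difference of a gene was the mean over cells of log2(CPM + 1) in the mutant minus that in the wild type, which follows the share of cells with a read as well as the level. It therefore understates the fold of low genes and can exceed the fold in mean CPM of abundant ones. Mean CPM, its ratio, the summed counts with exact Poisson intervals and the share of cells with a read with exact (Clopper-Pearson) binomial intervals were computed beside it. Where no cell had a read, the limit given is 3 cells of the total, a one-sided bound that is lower than the exact interval. All intervals are at 95%. The Poisson intervals take reads as independent, but reads without molecular identifiers are not independent molecules, so these intervals are too narrow. The binomial intervals take the cells of a pool as independent. Neither kind covers variation between mice. With 1 pooled sample per genotype the difference has no replicate check. No test was run over cells, and no p-value is given.

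Genes were named by a rule fixed before the data were examined. Among the 1582 genes detected in at least 25% of cells and with a mean of at least 10 CPM in 1 genotype, without mitochondrial, ERCC and ribosomal protein genes, the 12 highest and 12 lowest differences were named if the ratio of mean CPM pointed the same way. Added were the genes of the sort gate, Esr1, Nkx2-1, the CCN family, the genes of the co-detection pairs and up to 4 members of each list with the largest absolute difference among members past the filter. The part of the rule on plates was not applied, since plates were not named. For 34 gene lists, also fixed before, the median difference over all measured members was compared with 10000 random lists of the same size, matched on mean expression in 20 bins and, as an added check, to the 100 genes nearest in mean expression. By chance 1.7 of the lists would lie outside the central 95% if their members varied independently of each other. Members of a list can vary together from cell to cell, so more may lie outside it.

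Cells were clustered with Leiden (igraph 0.11.9, resolution 1.0) on 2000 variable genes, scaled to at most 10, with 20 principal components and 15 neighbours and without batch correction. A cluster was called X-like when at least 3 markers of a list were detected in at least 25% of its cells at a fold of at least 2 over the other cells, when no other list had as many, and when its leading genes did not go against the name. The alternatives were other pseudocounts, summed counts, the ratio of mean CPM, looser cell filters, scran 1.30.0 size factors (R 4.3.3), totals without the 50 most abundant genes, cells thinned to 524454 reads (the 10th percentile of kept cells, which left out 20 wild-type and 13 mutant cells), and other clustering settings.

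The steps were tested on simulated counts for 15446 genes drawn from the means, detection rates and totals of the kept cells, with 200 genes changed by known folds. The sign was right for 49 of 50 genes at a log2 fold of -2, 41 of 50 at -1, 45 of 50 at 1 and all 50 at 2. For these sets the median log2 ratio of mean CPM was -1.96, -0.99, 1.01 and 1.97, while the median difference of log2(CPM + 1) was -0.69, -0.46, 0.53 and 1.06, because cells without a read stay at 0. Of 200 random lists of 20 unchanged genes, 13 lay outside the central 95%. The simulated genes were drawn independently of each other, so this rate does not apply to lists whose members vary together between cells. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 were used.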

Results

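Single ocSSCs from the long bones of 7-week-old females were profiled to ask whether the skeletal stem cells of high-bone-mass Esr1Nkx2.1-Cre mice differed in their transcripts from those of Esr1fl/fl controls. The table held 188 wells per genotype. After filtering, 152 wild-type cells (80.9%, exact 95% binomial interval 74.5% to 86.2%) and 174 mutant cells (92.6%, 87.8% to 95.9%) were kept. More wild-type than mutant wells exceeded the ERCC limit, at 30 (16.0%, 11.03% to 22.0%) and 7 (3.72%, 1.51% to 7.52%). Kept wild-type cells had a mean of 1715 ± 577 detected genes (SD over 152 cells) and mutant cells 1508 ± 390 (SD over 174 cells). At an equal depth of 524454 reads the means were 1603 ± 496 (SD, 132 cells) and 1445 ± 299 (SD, 161 cells). Each genotype was 1 pooled sample, so the values below compare these samples of cells and have no replicate error.

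Esr1, the gene deleted in the Nkx2-1 lineage of the mutant, lies on chromosome 10 at 4611593-5005614 (GRCm38, GENCODE M21). Reads of Esr1 were present in 23 of 152 wild-type cells (15.1%, 9.84% to 21.8%) and in 9 of 174 mutant cells (5.17%, 2.39% to 9.59%). Its mean was 53.5 CPM in the wild type and 34.5 CPM in the mutant. At equal depth the shares were 14.4% and 4.97%. The shares were 15.4% and 6.59% in the lower set of sample-sheet numbers and 14.9% and 3.61% in the upper set. Whether any of these cells are of the Nkx2-1 lineage was not tested, so this level was not used to check the genotype labels. Nkx2-1 (chromosome 12, 56531958-56536908) had no read in any of the 326 kept cells, which allows a share of up to 0.92%.

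The transcripts of the sort gate had similar shares in both genotypes. Cd200, which encodes the positive marker CD200, had reads in 31.6% of wild-type cells (24.3% to 39.6%) and 33.3% of mutant cells (26.4% to 40.9%). Itgav, encoding CD51, had reads in 14.5% (9.30% to 21.1%) and 14.9% (10% to 21.1%). These shares were 31.1% and 35.4% for Cd200 and 14.4% and 13.7% for Itgav at equal depth. For Cd200 they were 28.2% and 39.6% in the lower set and 35.1% and 26.5% in the upper set. Among genes of the negative markers, Ptprc (CD45) had reads in 3 wild-type cells (1.97%, 0.41% to 5.66%) and 6 mutant cells (3.45%, 1.28% to 7.35%). Eng (CD105) had reads in 1 cell of each genotype, Thy1 and Gypa (erythroid, for Ter119) in 1 mutant cell each, and Tek (Tie2) and Enpep (6C3) in none of the 326 cells, which allows up to 0.92%.

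Of the 12 genes with the lowest differences in mutant ocSSCs, 6 were members of the chondrocyte list. Col2a1 (chromosome 15, 97975602-98004695), the main collagen of cartilage, had a mean of 37602 CPM in the wild type and 15155 CPM in the mutant, and its difference in mean log2(CPM + 1) was -2.48. Its summed counts came to 38161 CPM (Poisson interval 38134 to 38188) and 15873 CPM (15857 to 15888), and reads were present in 85.5% (78.9% to 90.7%) and 75.9% (68.8% to 82.0%) of cells. The 3 chains of collagen IX were also lower, with differences of -3.00 for Col9a1 (chromosome 1, 24177610-24252684), -2.56 for Col9a3 and -2.20 for Col9a2. Col9a1 was read in 52.6% (44.4% to 60.8%) of wild-type and 24.1% (18.0% to 31.2%) of mutant cells. Others were Cnmd, encoding the cartilage glycoprotein chondromodulin (-2.42), Col11a2 (-2.29), the collagen-binding proteoglycan gene Fmod (-2.11) and Fkbp10, a chaperone of collagen folding (-1.89). The remaining 4 of the 12 lowest were Copz2, of vesicle coats (-2.14), Ckap4 (-1.86), the noncoding Gm26917 (-2.08) and Gm10800 (-1.86). All 12 had lower means in the mutant in both sets of sample-sheet numbers, although Gm10800 differed by -3.11 in the lower set and -0.55 in the upper set.

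The highest difference in mutant ocSSCs was that of Cytl1. Cytl1 (chromosome 5, 37735519-37739820), encoding a cytokine-like protein of cartilage, had means of 18262 CPM in the wild type and 29904 CPM in the mutant (difference 2.85), and reads in 52.0% (43.7% to 60.1%) and 68.4% (60.9% to 75.2%) of cells. Next came the serine protease gene Htra4 (2.55), the taurine transporter gene Slc6a6 (2.30), the cartilage intermediate layer gene Cilp (2.14) and Angptl7 (1.93). Clu, encoding the extracellular chaperone clusterin, was abundant in both genotypes, at 13179 and 15799 CPM (1.72). The others were Sat1, of polyamine turnover (1.69), the actin-capping gene Capg (1.69), the NF-kappaB inhibitor gene Nfkbia (1.66), the cell cycle inhibitor gene Cdkn1a (1.62), Rgcc (1.62) and the MHC class I gene H2-D1 (1.57). All 12 were higher in both sets of sample-sheet numbers, but Cdkn1a by 2.90 in the lower set and 0.26 in the upper set. Ratios of mean CPM were smaller than these differences would give, at 1.64 for Cytl1, 1.95 for Htra4, 2.26 for Slc6a6 and 1.90 for Cilp, and ran from 1.199 for Clu to 2.61 for Capg. The same sign in both sets was to be expected of these 24 genes, which were picked as extremes of all cells. Over the 1582 genes the differences of the lower and upper sets had a Pearson correlation of 0.34. The median difference over the 1582 genes was -0.14, and only 2 of these 24 genes stayed among the 12 highest and 12 lowest when mean CPM was compared in place of mean log values.

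**Figure D1:**
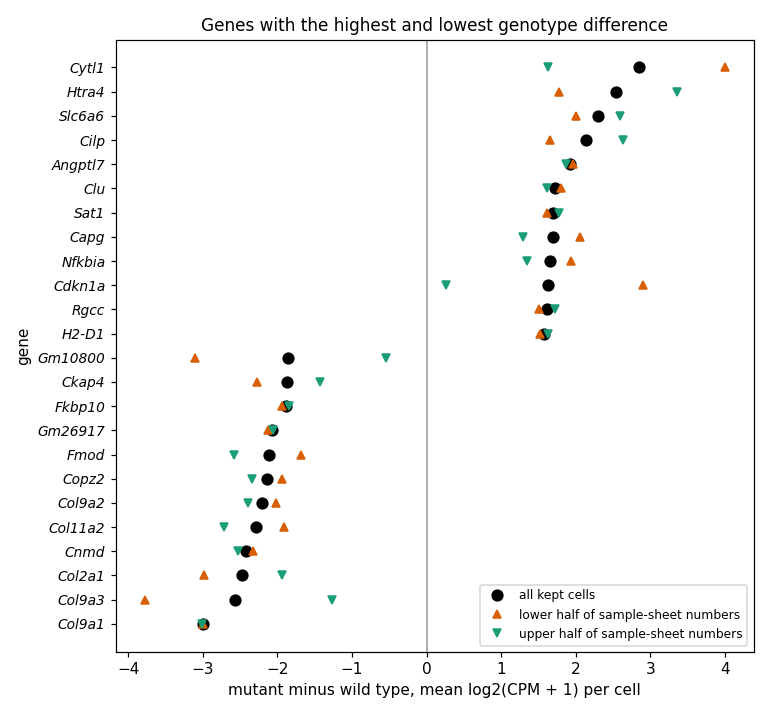
Genotype difference (mutant minus wild type, mean log2(CPM + 1) per cell, x axis) of the 12 highest and 12 lowest genes (y axis), for all kept cells (circles) and for cells of the lower (upward triangles) and upper (downward triangles) sample-sheet numbers. All points of a gene lie on the same side of 0, from -3.00 for Col9a1 to 2.85 for Cytl1 in all cells. This was to be expected of genes picked as extremes of all cells.

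Gene lists fixed in advance were compared next. Of 22 measured genes of the chondrocyte list, 18 had lower and 4 higher means in the mutant, and of the 18 past the expression filter, 12 were lower by at least 1 and 1 was higher by at least 1. The list median was -1.10 (-0.85 in the lower set and -0.96 in the upper set), below the range of 95% of random lists (-0.32 to 0.16). Sox9, the transcription factor of cartilage, was nearly equal (0.15), whereas Acan, encoding aggrecan, was lower (-1.41), and Prg4, encoding lubricin, was higher (1.18). Fibrillar collagens had a median of -0.74 (percentile 0.04), with Col27a1 at -1.82 and Col1a2 at -1.31, while Col1a1 differed by 0.05. Mean CPM of Col1a1 went the other way, with 1825 in the wild type and 1366 in the mutant. Genes of collagen modification and assembly had a median of -0.34 (percentile 0.35), with P3h1 at -1.55, Crtap at -1.51 and Pcolce at -1.26, but lay inside the random range in the lower set (percentile 13.2) and the upper set (6.68) and with summed counts (20.9). Matrix proteases and inhibitors had a median of -0.24 (percentile 0.57), with Timp3 at -0.75, and lay inside that range in the lower set (percentile 37.7), in the upper set (4.56) and with pseudocount 10 (22.5).

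Osteoblast lineage genes had a median of -0.20 (percentile 1.37), with 15 of 23 measured members lower. Alkaline phosphatase, Alpl, had a mean of 622 CPM in the wild type and 242 CPM in the mutant (-1.60), the bone sialoprotein gene Ibsp differed by -1.19, and Bmp2 by 0.99. With counts summed per genotype this median was 0.09, and the list lay inside the random range in the lower set (percentile 9.10) and with pseudocount 0.1 (3.15). Sex steroid receptors and oestrogen-responsive genes had a median of -0.35 (percentile 0.37), but lay inside the range in the lower set (-0.40, percentile 2.61) and in the upper set (-0.01, percentile 49.7). Only 1 of 8 measured genes of this list passed the expression filter, and this gene, Xbp1, was higher by 0.42. The list median therefore rests on genes read in few cells or at low levels.

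On the higher side, immediate early and dissociation stress genes had a median of 0.31 (percentile 99.96), with Atf3 at 1.44, Zfp36 at 1.43, Ier3 at 1.06 and Socs3 at 0.82. That median was 0.52 in the lower set and 0.11 in the upper set, where it lay inside the random range (percentile 83.8). Antioxidant defence genes had a median of 0.15 (percentile 99.86), with 0.19 and 0.21 in the lower and upper sets. Superoxide dismutase 3 (Sod3, 1.39) and the glutathione peroxidases Gpx1 (1.23) and Gpx3 (1.12) were higher, and Prdx4 was lower (-0.96). Medians above the random range were also found for interferon response (0.13, and -0.03 in the upper set), haematopoietic (0.19, and -0.04 in the upper set) and erythroid genes (0.12, of 4 measured genes, with 0.05 and 0.16 in the lower and upper sets). As log2 ratios of mean CPM these medians were 0.73, 2.87 and 5.60, and with summed counts 0.74, 2.35 and 3.28. Only 1 of 8 measured interferon genes and none of 12 haematopoietic and 4 erythroid genes passed the expression filter. These values therefore rest on genes read in few cells or at low levels. The erythroid list lay inside the random range in the lower set (percentile 86.6), thinned (92.6), with all cells of at least 450 genes (95.9) and without cells with haematopoietic reads (96.9). In all, 6 of the 34 lists lay below and 5 above the central 95% of random lists, and the same numbers were found with matching to the 100 nearest genes. Over 12 alternatives only the 2 lists of chondrocyte genes and fibrillar collagens stayed outside the range throughout. These 2 lists share Col2a1, Col11a1 and Col11a2, so they are not separate results.

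The other 23 lists lay within that range, although 10 of them lay outside it under at least 1 alternative. Medians were 0.04 for BMP and TGF-beta response, with Skil at 1.15 (but 201 and 210 CPM) and Tgfbr3 at 1.13 (1052 and 1694 CPM), -0.03 for the Wnt pathway, with Wif1 at -1.28, -0.02 for the Hedgehog pathway, with Gas1 at 1.19, -0.05 for the Notch pathway, 0.05 for PTH and cAMP response and 0.04 for NF-kappaB and cytokines. They were 0.01 for hypoxia and glycolysis, -0.25 for oxidative phosphorylation, with Ndufa4 at -1.02, -0.03 for the unfolded protein and amino acid stress response, -0.11 for S phase and -0.08 for G2 and M phase. S phase genes lay below the range in the lower set (-0.24, percentile 0.11), with summed counts (-0.94, percentile 0.28), with the ratio of mean CPM (-1.14, percentile 0.16), thinned (percentile 0.98) and with pseudocount 10 (2.14). G2 and M phase genes lay below it in the lower set (-0.23), thinned (percentile 0.86), with pseudocount 0.1 (1.43) and without cells with haematopoietic reads (0.33), and above it in the upper set (0.09). Among lists of cell types, skeletal progenitor genes had a median of -0.06, with Nt5e (CD73) at 1.27, adipocyte and reticular stroma -0.02, with Apoe at -1.86, fibroblast -0.08, with Dcn at 1.27, and tenocyte -0.11. Medians were -0.05 for megakaryocyte, -0.12 for endothelial, 0.09 for osteoclast, -0.08 for pericyte and smooth muscle, -0.002 for skeletal muscle, 0.08 for Schwann and neural and 0.19 for the surface proteins of the gate. The CCN family and its reported receptors had a median of -0.01, but lay above the range with summed counts (0.48, percentile 99.1), with the ratio of mean CPM (0.48, percentile 99.03) and in the upper set (0.26). Cyr61 (Ccn1, 0.79) and Ctgf (Ccn2, 0.51) were abundant in both genotypes, and Nov (Ccn3) had reads in 2 wild-type and 2 mutant cells. Wisp1 (Ccn4), Wisp2 (Ccn5) and Wisp3 (Ccn6) differed by 0.04, 0.05 and -0.05.

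**Figure D2:**
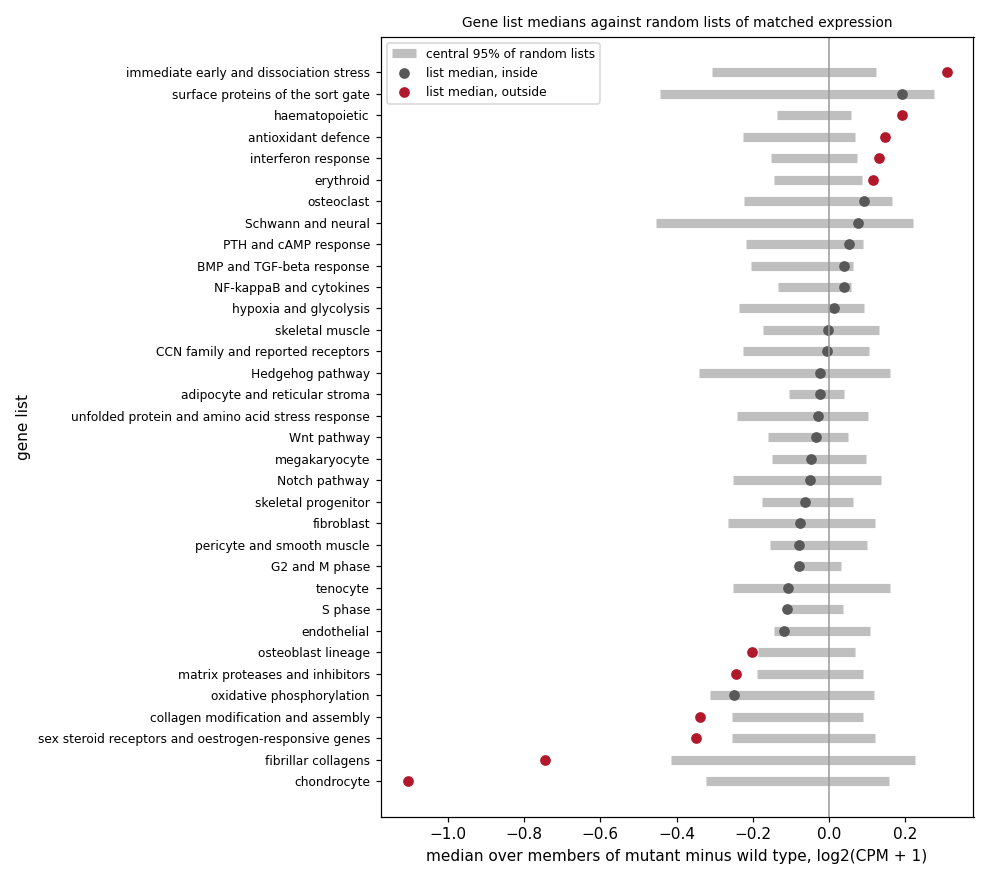
Median genotype difference of each of the 34 gene lists (points, mutant minus wild type in mean log2(CPM + 1), x axis) against the central 95% of 10000 random lists of matched expression (grey bars), with lists outside that range in red. The chondrocyte list lies lowest at -1.10 and the immediate early list highest at 0.31.

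Cells with reads of both a gene listed for cartilage and a gene listed for bone were counted in each genotype. Acan and Alpl were both read in 49 of 152 wild-type cells (32.2%, 24.9% to 40.3%) and 28 of 174 mutant cells (16.1%, 10.97% to 22.4%), and in 30.3% and 15.5% at equal depth. The shares were 33.3% and 16.5% in the lower set and 31.1% and 15.7% in the upper set. If the genes were independent in each genotype, 27.6% and 13.6% would be expected. Alpl was also a marker of the chondrocyte-like cluster described below, where 54.2% of cells had reads of it. Reads of Acan and Alpl therefore do not by themselves mark cells of both programmes. Col2a1 and Col1a1 were both read in 17.8% (12.04% to 24.8%) and 10.3% (6.25% to 15.9%), and Sox9 and Runx2 in 14.5% (9.30% to 21.1%) and 10.3% (6.25% to 15.9%), with overlapping intervals. For Col2a1 and Col1a1 independence would give more, 25.3% and 20.1%, and for Sox9 and Runx2 14.2% and 10.2%. Runx2, the osteoblast transcription factor, was itself read in 15.1% and 10.9% of cells. The Sox9 and Runx2 share was higher in the wild type in the lower set (20.5% and 8.79%) and lower in the upper set (8.11% and 12.05%).

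**Figure D3:**
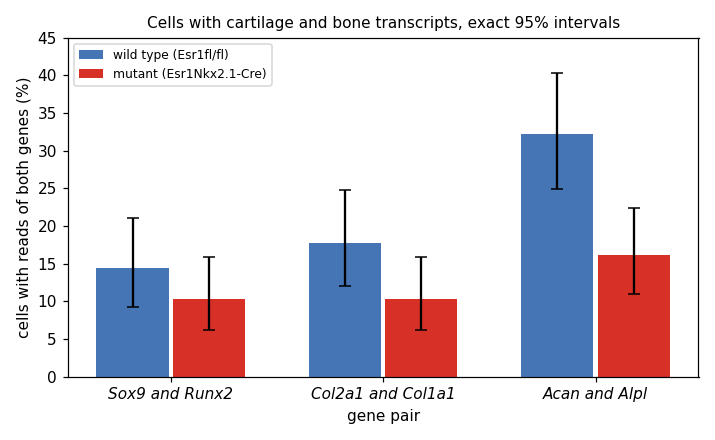
Share of cells with reads of both genes of a pair (y axis, percent; bars) in 152 wild-type and 174 mutant cells, with exact 95% binomial intervals (error bars). The intervals are apart for Acan and Alpl (32.2% and 16.1%) and overlap for the other pairs.

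Clustering gave 7 clusters, of which 3 could be named. A chondrocyte-like cluster of 59 cells carried 9 chondrocyte markers, among them Col2a1, Col9a1, Matn3 and Cnmd, and was led by Serpina1d, Serpina1b, Serpina1a, Efemp1 and Muc1. It also carried Alpl, Pth1r and Smpd3 of the osteoblast lineage list. A fibroblast-like cluster of 32 cells carried Lum, Fbln1 and Igfbp6 and was led by Olfml3, Gm9247, Marcks, Myoc and Cald1. A haematopoietic-like cluster of 18 cells was led by Ngp, Retnlg, Ptafr, Lrg1 and Clec4e and carried S100a8, S100a9 and Lyz2. The unnamed clusters were led by Aoc2, Inhba, Slurp1, Alox12 and Has1 (92 cells), by Omd, Per1, Itih5l-ps, Pde7b and Slc25a39 (64 cells), by Wdr89, Khsrp, Fam171b, Gm43519 and Zcchc8 (49 cells) and by Olfr1307, BC067074, Epb41, Mfsd4b1 and Gm10335 (12 cells). Since some leading genes differed between genotypes, shares are given for clusters made without the genes that differed by at least 1. The chondrocyte-like cluster then held 21.1% of wild-type cells (14.9% to 28.4%) and 14.9% of mutant cells (10% to 21.1%), and the fibroblast-like cluster 12.5% (7.70% to 18.8%) and 8.62% (4.91% to 13.8%). These intervals overlapped. The largest cluster, led by Prg4, which itself differed between genotypes, held 21.1% (14.9% to 28.4%) of wild-type and 32.8% (25.9% to 40.3%) of mutant cells, with 10.3% and 32.4% of wild-type cells of the lower and upper sets. An unnamed cluster led by Gm12183 held 11.2% (6.65% to 17.3%) of wild-type and 2.87% (0.94% to 6.58%) of mutant cells, with 17.9% and 4.05% of wild-type cells of the lower and upper sets. Its cells had a median of 848202 counts and 1987.5 genes, against 1672312 and 1429 in the cluster led by Prg4. The haematopoietic-like cluster of this clustering had 933274 counts and 1876 genes. Whether the cluster led by Gm12183 is a cell population was not tested. In the lower and upper sets the chondrocyte-like shares were 23.1% and 18.9% in the wild type and 18.7% and 10.8% in the mutant.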

Values the study reported

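The study kept 264 high-quality cells, of which 122 were from control mice and 142 from mutant mice. Its filter asked for at least 450 genes per cell, at most 5% mitochondrial reads and at most 30% ERCC reads.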

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

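The tests of sample-sheet sets, of Sox9 in cells with haematopoietic reads and of where neutrophil reads lay were chosen after the values were seen, while those of equal cluster shares and equal depth were set before. The margin by which the equal-share median had to pass its bound was also tightened after it was seen. Of 5 genes looked up in the 32 wells left out for too few genes, 2 had reads in more wells than the 9.38% that a count of 0 would allow, a limit that any gene read in over 3 wells passes. Sparc was read in 34.4% of these wells (exact 95% interval 18.6% to 53.2%) and Col2a1 in 18.8%, whose interval (7.21% to 36.4%) includes that limit. Comp and Clu were each read in 9.38% and Cytl1 in 6.25%. In 12 of these wells, with at least 96.1% ERCC counts, none of these genes had a read, but this allows up to 26.5% by the exact interval.

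Transcripts of cartilage matrix were lower in mutant cells, with a chondrocyte list median of -1.10. Thinning every cell to the same number of reads left -0.89, so read depth does not account for the whole. The upper sample-sheet set, where genes per cell were similar in both genotypes, gave -0.96. Each set held as many wild-type as mutant wells (98 and 98 in the lower, 90 and 90 in the upper). A shift between the sets could therefore add little to the genotype difference. The value of the upper set shows only that the difference was present there. A smaller share of cartilage-rich cells in the mutant may account for part. With both genotypes weighted to the same cluster shares the median was -0.61, still below 95% of random lists. With clusters made without the differing genes it was -0.998, but 12 chondrocyte list genes lower by at least 1 were among those left out. Such clusters follow cartilage content less well, so this value cannot decide on composition. Within the chondrocyte-like cluster the list median was -0.13 in the main clustering and 0.06 in the other. It was further below 0 in the other clusters compared. Finer differences in cell composition stay open, and an effect of genotype is untested. The study's methods describe separate plates for each phenotype, so plate and genotype cannot be told apart.

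A second pattern lay in Gm10800 and in Gm10801, Gm21738 and Gm26870, 3 similar genes chosen after their values were seen. Their median difference was -2.93 in the lower sample-sheet set and -0.25 in the upper set, a ratio of 11.8. The set difference of Gm10800 had prompted this test, so it does not decide between a batch within the libraries and the genotype. Wild-type cells of the lower set also had more detected genes (a mean of 1959 against 1459 in the upper set). Reads shared between these near-identical genes may add to it, which was not tested. With 10 principal components, all 4 genes were among the 10 leading genes of a cluster of 36 wild-type and 2 mutant cells. That cluster held 37.2% and 9.46% of wild-type cells of the lower and upper sets. Of its 10 leading genes, 6 differed by at least 1 between genotypes and so helped to define it.

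Reads of neutrophil genes occurred in a gate that excludes CD45. At least 3 genes of the haematopoietic list were read in 5 wild-type cells (3.29%, 1.08% to 7.51%) and 11 mutant cells (6.32%, 3.20% to 11.03%). These cells held 99.6% of the reads of Ngp, Ltf, Retnlg and Camp, which argues against free RNA shared by all wells. Of the 16 cells, 87.5% also had Sox9 reads, against 93.9% of the other cells. This could reflect a blood cell and a skeletal cell in the same well, although the 16 cells had no higher mean number of genes (1442 against 1613). Among the 16 cells, 7 had Ngp reads and 3 had reads of Cd79a, a member of the haematopoietic list. The Sox9 share is therefore that of a mixed group and not of cells with neutrophil reads alone.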

How the results depend on the processing

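No paired analysis was possible because each genotype had 1 pooled sample. Alternatives without each plate and ComBat by plate were not run, since plates were not named, and list medians used all measured members, so the low-value filter did not enter them. The sample-sheet sets, the removal of cells with haematopoietic reads, ComBat by set and clustering without differing genes were chosen after seeing the data. Over 12 alternatives, 221 of 288 values of the 24 named genes moved by less than the SD of random genes of matched expression. None changed sign, which was to be expected of genes picked as extremes and, for the ratio of mean CPM, followed from the rule. For lists the spread was the SD of random lists, and among the 11 lists outside the random range 4 values changed sign. These were osteoblast lineage with summed counts (0.089), interferon response (-0.027) and haematopoietic (-0.043) in the upper set, and haematopoietic without cells with haematopoietic reads (-0.02). The median difference of all filtered genes was -0.14 and lay between -0.23 and -0.006 over the alternatives. Causes were not tested unless stated.

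The chondrocyte median was -0.76 with pseudocount 10, -1.45 with 0.1, -0.73 with summed counts, -0.77 with the ratio of mean CPM, -0.89 with all cells of at least 450 genes, -0.89 thinned, -0.85 in the lower set and -0.96 in the upper set. For fibrillar collagens it was -0.46 with pseudocount 10, -1.02 with 0.1, -0.44 with summed counts, -0.42 with the ratio of mean CPM and -0.56 with all cells of at least 450 genes. For osteoblast lineage it was -0.11 and -0.27 with these pseudocounts and -0.42 with the ratio of mean CPM. A larger pseudocount shrinks log differences by construction. Lists below the random range numbered 3 with summed counts in place of 6, and lists above it 8 in the lower set and 3 without cells with haematopoietic reads in place of 5. Of the 24 named genes, 2 stayed among the extremes with summed counts, 2 with the ratio of mean CPM, 12 in the lower set and 11 in the upper set.

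Of the shares, Eng in mutant cells was 0% with at least 5 reads and when thinned, Gypa in mutant cells 0% when thinned and in the lower set, Thy1 in mutant cells 0% in the lower set, and Ptprc in mutant cells and Eng in both genotypes 0% in the upper set, from very few cells. Sox9 with Runx2 in the wild type was 8.11% in the upper set. A minimum of 1000 genes kept 73.4% of wild-type and 80.3% of mutant wells. Resolution 0.5 gave 4 clusters in place of 7, without a haematopoietic-like one. Its largest cluster was called fibroblast-like, with 26.3% of wild-type and 42.5% of mutant cells, as was a smaller one with 15.1% and 10.3%. Without doublet removal, fibroblast-like clusters held 10.4% and 22.7%, and 16.2% and 10.8%. The fibroblast-like name and the direction of its share therefore depend on the clustering. With all genes the chondrocyte-like cluster held 13.2% of wild-type cells, and the haematopoietic-like cluster 14.5% of wild-type and 10.3% of mutant cells. The latter held 1.32% of wild-type cells with 10 principal components, 13.0% without doublet removal and 2.63% after ComBat by set, so it depends on the clustering.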

Other observations

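The tests below were chosen after values of some member genes had been seen. A hypothesis was that mutant ocSSCs may differ in the zone of cartilage they resemble, with more transcripts of superficial articular cartilage and fewer of growth plate maturation. Of 9 genes listed for the superficial zone, Prg4 was higher (1.18) and Dkk3 was higher (1.04), but Gdf5, read in 9 wild-type cells and 1 mutant cell, was lower (-0.53), and the list median was -0.03 (percentile 60.7 among random lists). Since its members went both ways, with 3 higher and 6 lower, this median decides nothing about the superficial zone. The bound for excluding such a shift was made stricter after the value was seen. All 11 measured genes of growth plate maturation had lower mean log values in the mutant, although the mean CPM of Runx2 was higher (32.7 and 51.4), with Fgfr3 at -1.01, Spp1 at -0.69, Mef2c at -0.48 and Col10a1 at -0.39. Their median was -0.39 (percentile 0.34), with -0.30 in the lower set and -0.51 in the upper set. Members such as Alpl and Ibsp were already known to be lower when the list was made, so this does not test the hypothesis, and the list was not run under the other alternatives.

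Within clusters made without the genes that differed by at least 1, the chondrocyte list median was -0.90 in the cluster led by Prg4 (32 wild-type and 57 mutant cells), -1.03 in that led by Vcan (30 and 37 cells), -1.45 in the fibroblast-like cluster (19 and 15 cells) and 0.06 in the chondrocyte-like cluster (32 and 26 cells). In the main clustering, which the differing genes helped to define, these medians were -0.79, -0.49 and -0.21 in the clusters led by Aoc2, Omd and Wdr89 and -0.13 in the chondrocyte-like cluster. In the clusters made without them, in the order above, the immediate early list had medians of -0.06, 0.64, 0.64 and 1.43. The cluster of 12 cells led by Olfr1307 held wild-type cells only, with 75% from the lower set, and had a median of 852343 counts and 2056.5 genes. With 10 principal components, a cluster led by Epb41 held 23.7% of wild-type and 1.15% of mutant cells, with 78.95% from the lower set. Its medians were 887811 counts and 2153 genes. Whether these clusters are cell populations was not tested.

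Xist, the noncoding RNA of the inactive X chromosome in these female cells and chosen after its values were seen, had a mean of 196 CPM in the wild type and 83.0 CPM in the mutant (-1.10), with -1.14 in the lower set and -1.04 in the upper set. The abundant nuclear RNA Malat1 differed by -0.03, with 0.33 in the lower set and -0.40 in the upper set.

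Here 326 cells passed the stated filter and doublet removal. That is higher than the number quoted from the study above, by less than 1.5 times, and plates or further criteria behind the difference were not given in the sources used here.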
